# Functional opsin retrogene in nocturnal moth

**DOI:** 10.1186/s13100-016-0074-8

**Published:** 2016-10-19

**Authors:** Pengjun Xu, Roberto Feuda, Bin Lu, Haijun Xiao, Robert I. Graham, Kongming Wu

**Keywords:** Gene duplication, Expression, Evolution, Noctuidae

## Abstract

**Background:**

Retrotransposed genes are different to other types of genes as they originate from a processed mRNA and are then inserted back into the genome. For a long time, the contribution of this mechanism to the origin of new genes, and hence to the evolutionary process, has been questioned as retrogenes usually lose their regulatory sequences upon insertion and generally decay into pseudogenes. In recent years, there is growing evidence, notably in mammals, that retrotransposition is an important process driving the origin of new genes, but the evidence in insects remains largely restricted to a few model species.

**Findings:**

By sequencing the messenger RNA of three developmental stages (first and fifth instar larvae and adults) of the pest *Helicoverpa armigera*, we identified a second, intronless, long-wavelength sensitive opsin (that we called LWS2). We then amplified the partial CDS of LWS2 retrogenes from another six noctuid moths, and investigate the phylogenetic distribution of LWS2 in 15 complete Lepidoptera and 1 Trichoptera genomes. Our results suggests that LWS2 evolved within the noctuid. Furthermore, we found that all the LWS2 opsins have an intact ORF, and have an ω-value (ω = 0.08202) relatively higher compared to their paralog LWS1 (ω = 0.02536), suggesting that LWS2 opsins were under relaxed purifying selection. Finally, the LWS2 shows temporal compartmentalization of expression. LWS2 in *H. armigera* in adult is expressed at a significantly lower level compared to all other opsins in adults; while in the in 1^st^ instar stage larvae, it is expressed at a significantly higher level compared to other opsins.

**Conclusions:**

Together the results of our evolutionary sequence analyses and gene expression data suggest that LWS2 is a functional gene, however, the relatively low level of expression in adults suggests that LWS2 is most likely not involved in mediating the visual process.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13100-016-0074-8) contains supplementary material, which is available to authorized users.

## Findings

### Background

Gene duplication is a fundamental process in genome evolution generating new biological functions and promoting adaptation to the changing environment [1–6]. The classical model predicts that after gene duplication, one of the two genes usually degenerates in a few million years, or, in rare cases, one of the duplicates might evolve new gene functions [7]. There are four well established mechanisms by which the DNA duplicates. These are: 1) unequal crossing-over, 2) duplicative (DNA) transposition, 3) polyploidization, and 4) retrotransposition [8]. The contribution of these mechanisms, (with the exception of retrotransposition) to the origin of new genes is well-established. Retrotransposition is different to the other three mechanisms as it includes an intermediate RNA step. That is, a mature mRNA is reverse transcribed into a complementary DNA copy without introns and then inserted back into the genome randomly [9]. The location of insertion is presumed to be random, thereby implying that the copy usually lacks the regulatory apparatus responsible of driving the correct gene expression. This is one of the main reasons why, until recently, retrotransposed genes were not considered to be functional [10–12]. However, recent work has challenged this view suggesting that several retrotransposons have been important for the evolution of novel phenotypes [9]. Interestingly, Marques et al. proposed that between 0.5 and two retrogenes are fixed every million years in flies and mammals, respectively [13–15]. The integration of statistical and molecular methods can be employed to assess the retrotransposons functionality. As reviewed by Kaessman et al. [16] a ratio between non-synonymous and synonymous mutation (ω value) of less than 1 suggests that the gene is under selection and hence still functional. Additionally, other features such as the presence of an open reading frame (ORF), conserved sequence to other species and expression (e.g. qPCR or RNA-seq) are indicative of their functionality.

Opsins are a subfamily of G-protein coupled receptors crucial for the visual process in all the metazoans [17]. In insects, this process is mediated by four paralogs: Long wave sensitive (LWS), Ultraviolet sensitive (UV), Blue sensitive (B) and probably Rh7 [18, 19]. Additionally, it is believed c-opsin might be involved in circadian rhythms [20]. Mechanistically, photoreceptors expressing opsin of different wavelengths signal to the brain, which then perceive colours [21]. The type of wavelength and the separation between maximum peak of absorbance defines the visual capability [18, 19, 22]. Opsin retrotransposons have been identified in various species, including the diurnal moth *Callimorpha dominula* (superfamily Noctuidea) [19], the jellyfish *Tripedalia cystophora* [23], in cephalopods [24], and in teleost fish [25].

In this work, we investigated the evolutionary history of an opsin retrogene in 7 species of nocturnal moth (Noctuidea). Firstly, we sequenced the whole transcriptome for 3 different developmental stages and adults of the pest *Helicoverpa armigera*, including first instar larvae, fifth instar larvae and adults. We identified that in addition to the traditional opsin repertoire (LWS, B and UV), *H. armigera* possesses a second intronless LWS gene (that we call LWS2). Subsequently, we investigated the phylogenetic distribution of this gene in six other Noctuidea species, one Crambidae, 15 Lepidoptera and 1 Trichoptera species. Our results suggest that 1) LWS2 evolved within Noctuidea and 2) the ω-value is less than 1, suggesting a relaxed purifying selection acting on LWS2. Finally, expression levels of LWS2 in *H. armigera* strongly differ between developmental stages, suggesting that most likely this gene is not involved in the visual process.

## Material and methods

### Transcriptome, annotation and opsin identification

Using RNA-Seq, the transcriptome of the whole bodies of first instar larvae (four groups and *n* = 30 for each gourp), fifth instar larvae (four groups and *n* = 10 for each group), and adults (four gourps and *n* = 10 for each group) of the nocturnal moth *H. armigera* was sequenced with paired-end and 100-nt read length on the channels of an Illumina HiSeq™ instrument. Assembled contigs were annotated using BLASTx to align with the database of NR, String, Swissprot and KEGG (see Additional file 1 for details). The RNA-Seq data were submitted to the NCBI GEO database (accession number: GSE86914). Primers were designed and PCR undertaken to (Additional file 1: Table S4) amplify the full-length cDNA of LWS2. To understand whether this duplication was specific to *H. armigera* or species from Noctuidae, we amplified LWS2 in six other species of Noctuidae moth: *Agrotis ypsilon*, *Agrotis segetum*, *Mamestra brassicae*, *Mythimna separata*, *Spodoptera exigua*, *Spodoptera litura* and one species of Crambidae: *Ostrinia nubilalis*. Additionally, we employed BLASTn algorithm to investigated the presence of LWS2 in other 15 complete Lepidoptera and 1 Trichoptera complete genomes from LepBase [26], spanning at total of 12 insect families (see Additional file 1: Table S5). Sequences were identified as follow: LWS1 and 2 were used as seed in a BLASTn search. Each sequences with an e-value <10^−20^ was retained a putative good opsin. To discriminate between opsin and other GPCRs after the translation in protein using TranslatorX [27] and using InterProScan we identified all the sequences with the retinal binding domain.

### Alignment, phylogenetic and evolutionary analysis

The data set including the newly identified LWS2 from Noctuidea, *Callimorpha domicula* opsins, *Ostrinia nubilalis* opsins and putative LWS2 from LepBase (81 sequences in total available in Additional file 2) was aligned using the codon model as implemented in PRANK [28]. The resulting alignment was manually curated to remove gap-rich regions. GTR-G was identified as the best-fitting substitution-model accordingly to the AIC as implemented in Modelgenerator [29]. The phylogenetic reconstruction was performed using Maximum likelihood (ML) using Iqtree [30] and confirmed using Bayesian analysis (BA) under site heterogeneous model CAT-G model as implemented Phylobayes 3.3e [31]. In ML reconstruction the nodal support was evaluated using UltraFast bootstrap (BS) and abayes (aBS) [32] while in BA using the Bayesian posterior probability (PP). In the BA the convergence among chains was estimated using bpcomp and chains were considered converged when the maxdiff value was < 0.3. The phylogenetic analyses were performed using a rooted tree i.e. the LWS tree was rooted using Rh7, UV and Blue opsin. Finally, in order to account for the possible misleading effect of using distant related outgroup, we repeated the analyses without outgroup.

In order to estimate whether LWS2 is under evolutionary constraint we estimated the ratio between non-synonymous and synonymous substitutions (ω-value) using a maximum likelihood approach [33] as implemented in CODEML [34]. If the ω < 1, this is indicative of purifying selection However, if the retrogenes were under relaxed purifying selection, we expect an elevated ω-value relative to its paralog LWS1, which suggests that it may be neo-functionality or sub-functionalization. We evaluated five hypotheses: (1) one ω-ratio for all branches (one-ratio model; assuming that all branches have been evolving at the same rate); (2) ω-ratio = 1 for all branches (neutral model; neutral evolution for all branches); (3) moth LWS2 lineage and LWS1 lineage have different ω-ratio (ω_2_ and ω_1_; two ratio model; allowing foreground branch to evolve under a different rate); (4) neutral evolution for moth LWS2 lineage (ω_2_ = 1); and (5) the free-ratio model with free ω-ratio for each branch. In addition, we used branch-site models: moth LWS2 lineage was defined as the foreground, rest lineages were defined as the background branch, and these were then specified in the tree file by using branch labels. Likelihood-ratio test (LRT) was employed to determine if the alternative model, indicating positive selection, was superior to the null model. We also performed CODEML test on *H. armigera* LWS2 lineage to see if nature selection acted on any of the LWS2 branches.

### Quantitative expression of opsin

To test the expression of the opsin in *H. armigera*, we investigated the relative level of expression in the 3 different developmental stages using fragments per kilobase of exon per million fragments mapped (FPKM) [35]. Differential gene expression between paralogs at different developmental stages was evaluated using STATA v.9.0 and ANOVA. Bonferroni multiple comparisons were used to determine the level of significance between the relative levels of mRNA expression.

## Results and discussion

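RNA from whole bodies of *H. armigera* was sequenced in 12 pools. Each of 4 pools held 30 1st instar larvae on day 3 after hatching, each of 4 held 10 5th instar larvae on day 1 after ecdysis, and each of 4 held 10 adults on day 1 after eclosion, 2 of them male and 2 female. By the paper's Table S1 the libraries gave 5.7 to 7.5 Gb for 1st instar larvae, 4 to 5 Gb for 5th instar larvae and 3.8 to 5.3 Gb for adults. The authors assembled the reads into contigs with Trinity, mapped them to the contigs with Bowtie and deposited 1 FPKM value per contig and library, estimated with RSEM. An FPKM value is scaled for contig length and for the mapped fragments of its library, and the table holds no read counts, so the depth behind a single value is unknown. The table lists 99711 contigs in 73709 unigenes, and 14090 of the unigenes have more than 1 contig. Between 49265 and 60232 contigs were above 0 in a library. The FPKM values of a library summed to between 1074573 and 1509632 in larvae and between 447094 and 688947 in adults, so a comparison between stages depends on how libraries are scaled, while the order of contigs within a library does not. Across the 27678 contigs with a mean FPKM of at least 1, Pearson's r of log2(FPKM + 1) between libraries of 1 stage was 0.971 to 0.977 in 1st instar larvae and 0.725 to 0.867 in 5th instar larvae. In adults it was 0.882 between the 2 male and 0.846 between the 2 female libraries, but 0.617 to 0.712 between a male and a female library, lower than within 5th instar larvae. These correlations are across contigs, which are not independent replicates.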

We obtained about 4 gigabase (Gb) of sequence each sample from the RNA-Seq (total 63 Gb for 12 samples), and a total of 99,711 contigs (See Additional file 1 for details; with a total of 73, 709 unigenes). Using functional annotation, we were able to identify that in addition to the traditional insects opsin genes of LWS, UV and Blue [19, 36]. 

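The contig that the paper names LWS2 is c57977_g1_i1, which the deposited annotation describes as a long-wavelength opsin. The contig of LWS1, c52406_g1_i1, is described as a long wavelength-sensitive opsin. The contigs of B and UV are c59975_g1_i1 and c52984_g2_i1. In the paper's Table S2 the 4 unigenes measure 1572 bp for LWS2, 1800 bp for LWS1, 2435 bp for B and 754 bp for UV. LWS2 was above 0 in 4 of 4 libraries of 1st instar larvae, 3 of 4 of 5th instar larvae and 3 of 4 of adults. LWS1 and B were above 0 in all 12 libraries, and UV was listed at 0 in 2 libraries of 5th instar larvae.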

*H. armigera* possesses an additional opsin gene, named LWS2. Using PCR we confirmed the presence of this gene in *H. armigera* and in 6 other Noctuidea species. The phylogenetic analysis displayed in Fig. 1 supports the paralog relationship between the newly identified opsin and LWS2 from other species and LWS1 (PP = 0.76, BS = 1, aBS = 100, see Fig. 1). Additionally, our phylogenetic trees suggests that LWS2 orthologs are present only in Noctuidea. The analysis of the intron content suggests that while LWS1s noctuid species have seven introns, no introns are present in the LWS2s (Additional file 1: Figures S2a and S2b), this finding together with the monophyly of LWS1 and 2 suggests that the later (i.e. LWS2) originated as a retrocopy from LWS1 [8, 16]. Furthermore, our results strongly support the monophyly of intronless opsin in Noctuidea (PP = 0.9, BS = 100, aBS = 1) (Fig. 1). The tree topologies are invariant in respect to the sequences used for rooting the tree (compared to Additional file 1: Figures S3, S4, S5 and S6).

**Fig. 1:**
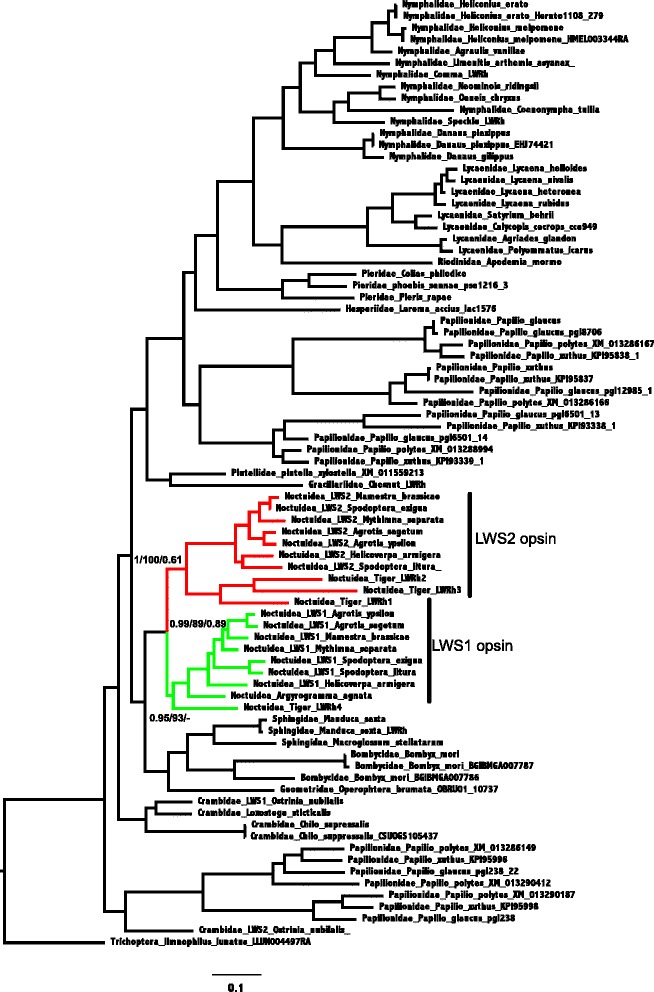
Maximum likelihood under GTR-G. Support values at nodes are from left to right aBayes, Ultrafast bootstrap and Bayesian Posterior Probability. LWS2 opsins of noctuid species denoted in red color. Noctuidae LWS1 opsins denoted in green color

In the next section, we investigated whether these LWS2 are functional. First we observed that all the LWS2 genes identified in this study have intact ORFs (see Additional file 1: Figure S2) arguing in favor of LWS2 functionality. Furthermore, our results suggest that LWS2 have an ω-value <1 (ω = 0.08202) indicating that is evolving under purifying selection as expected in functional genes. Finally we did not detect signal of positive selection acting on LWS2 (Table 1). These findings together indicate that LWS2 it is a functional genes.

**Table 1:** Selective patterns for LWS opsins

Model	np^a^	Ln L^b^	Estimates of ω	Models compared	LRT^c^	*P* Values
Branch model						
A: one ratio	175	−41372.52	ω = 0.06527			
B: one ratio ω = 1	174	−47529.36	ω = 1	B vs. A	12313.68	0.0
C: the LWS2 branch has ω_2_, the LWS1 branch has ω_1_	177	−41347.92	ω_2_ = 0.08202	A vs. C	49.2	0.0
			ω_1_ = 0.02536			
D: the LWS2 branch has ω_2_ = 1	176	−41783.48	ω_2_ = 1	D vs. C	871.12	0.0
			ω_1_ = 0.02515			
E: each branch has its own ω	347	−41045.37	Variable ω by branch	A vs. E	654.3	0.0
Branch-site models						
G: the LWS2 branch	178	−41152.48				
H: the LWS2 branch has ω = 1	177	−41152.48		H vs. G	0.0	1.0

^a^Number of parameters

^b^The natural logarithm of the likelihood value

^c^Twice the log likelihood difference between the two models

Subsequently, we investigated whether the LWS2 might contribute to the evolution of visual capability in Noctuidea. 

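In adults, LWS2 (c57977_g1_i1) had 0.0473 ± 0.0396 FPKM (SD, n = 4 libraries). LWS1 (c52406_g1_i1) had 110 ± 35.6 FPKM, UV (c52984_g2_i1) 23.4 ± 8.37 FPKM and B (c59975_g1_i1) 6.14 ± 2.41 FPKM in the same libraries. The opsins were compared on log2(FPKM + 0.1), a scale that understates differences from values near 0. On this scale LWS2 minus LWS1 was −9.52, LWS2 minus UV −7.28 and LWS2 minus B −5.36, and LWS2 was the lower of the pair in each library. Each of the 3 differences had p = 0.0286 in a two-sided exact permutation test, the smallest p that 4 values against 4 allow, and p = 0.0429 after Benjamini-Hochberg adjustment over the 9 comparisons of LWS2 with another opsin in 3 stages. The pseudocount moved these values most: with 1 in place of 0.1, LWS2 minus LWS1 was −6.66. In 5th instar larvae the differences were within the spread between libraries. LWS2 had 0.429 ± 0.334 FPKM and LWS1 0.429 ± 0.379 FPKM (SD, n = 4), a log2 difference of −0.075 (exact permutation p = 0.943). This difference changed sign with a pseudocount of 1, without a log and with libraries scaled to one total. B had 0.0835 ± 0.0953 FPKM and UV 0.177 ± 0.213 FPKM, for log2 differences of 1.26 (exact permutation p = 0.2) and 0.94 (exact permutation p = 0.314).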

The data from RNA-seq expression level in *H. armigera* suggested that LWS1, and more generally UV and Blue opsins in *H. armigera*, were significantly higher expressed in adults than LWS2 (Fig. 2a). The result suggested that LWS2 migth be not involved in the visual system of the adult. However, surprisingly, LWS2 in 1^st^-instar larvae has an higher relative level of expression compared to the other three opsins (Fig. 2b). 

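Among the 78622 contigs above 0 in at least 1 adult library, the mean FPKM of LWS2 lay at percentile 3.88, with an SD of 1.98 between libraries. LWS1 lay at percentile 99.2, UV at 97.0 and B at 89.8. The 2 male libraries gave an LWS2 minus LWS1 difference of −9.57 on the log2 scale and the 2 female libraries −9.47, a gap smaller than the spread between the 4 libraries. The exact number of fragments behind the LWS2 values in adults is unknown, since the table holds no counts. A contig of 1572 bp and at most 5.3 Gb of paired reads per adult library leave room for only a few fragments behind each.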

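In 1st instar larvae, LWS2 had 16.2 ± 2.23 FPKM, LWS1 2.70 ± 0.594 FPKM, UV 2.58 ± 0.487 FPKM and B 0.779 ± 0.206 FPKM (SD, n = 4 libraries). LWS2 was higher than LWS1 by 2.56 on the log2(FPKM + 0.1) scale, higher than UV by 2.62 and higher than B by 4.24, in 4 of 4 libraries each. These differences exceed the spread between libraries, with two-sided exact permutation p = 0.0286 for each and 0.0429 after adjustment over the 9 comparisons. With both contigs of the B unigene summed, an alternative chosen after seeing the data, LWS2 was higher than B by 3.10. With c52984_g1_i1, which shares the description of the UV contig, added to it, LWS2 was higher than UV by 1.60. This alternative was also chosen after seeing the data. The ratio of the mean FPKM of LWS2 to that of LWS1 was 6.02 in 1st instar larvae and 1.00 in 5th instar larvae, where the difference was not detectable.

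**Figure D1:**
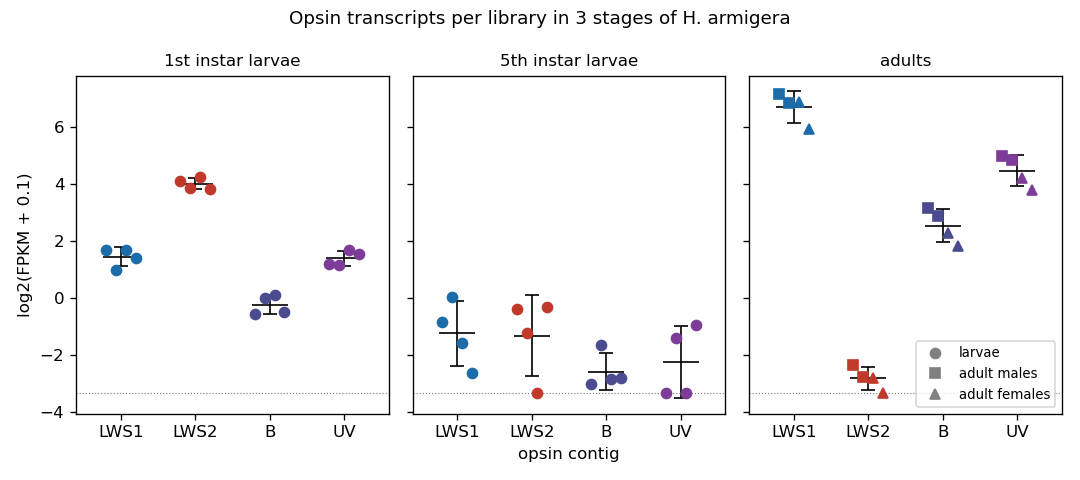
FPKM of the 4 opsin contigs in each library, on a log2(FPKM + 0.1) axis, by stage. Circles are larval pools, squares adult male pools and triangles adult female pools, black lines are the mean ± SD of the 4 libraries, and the dotted line is an FPKM of 0. LWS2 is highest in 1st instar larvae (mean FPKM 16.2) and lowest in adults (mean FPKM 0.0473).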

The reasons for higher level of expression of LWS2 at the 1^st^-instar larvae are unclear. This finding is conceivable with a function of LWS2 other than vision [37, 38], another alternative is that observed level of expression represents transcriptional noise. 

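Among the 70626 contigs above 0 in 1st instar larvae, the mean FPKM of LWS2 lay at percentile 92.9 (SD 0.948 between libraries), and at percentile 84.6 when only the 29223 contigs with a hit in the nr database were counted. LWS1 lay at percentile 79.4, UV at 79.0 and B at 61.3. The lowest FPKM of LWS2 in 1st instar larvae, 14.3, was 20.0 times its highest value in any other library, 0.714. Of the 27678 contigs with a mean FPKM of at least 1, 477 (1.72%) had every 1st instar library over 10 times every other library, LWS2 among them, and 124 of the 477 had an nr hit. The paper calls the reasons for the level of LWS2 in 1st instar larvae unclear. It finds a function other than vision conceivable, names transcriptional noise as an alternative and leaves the choice to further experiments.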

The retrotransposed opsins are expressed as results of transcriptional activity in the new genomic location. However, additional experiments would be necessary to clarify between the competing hypothesis.

**Fig. 2:**
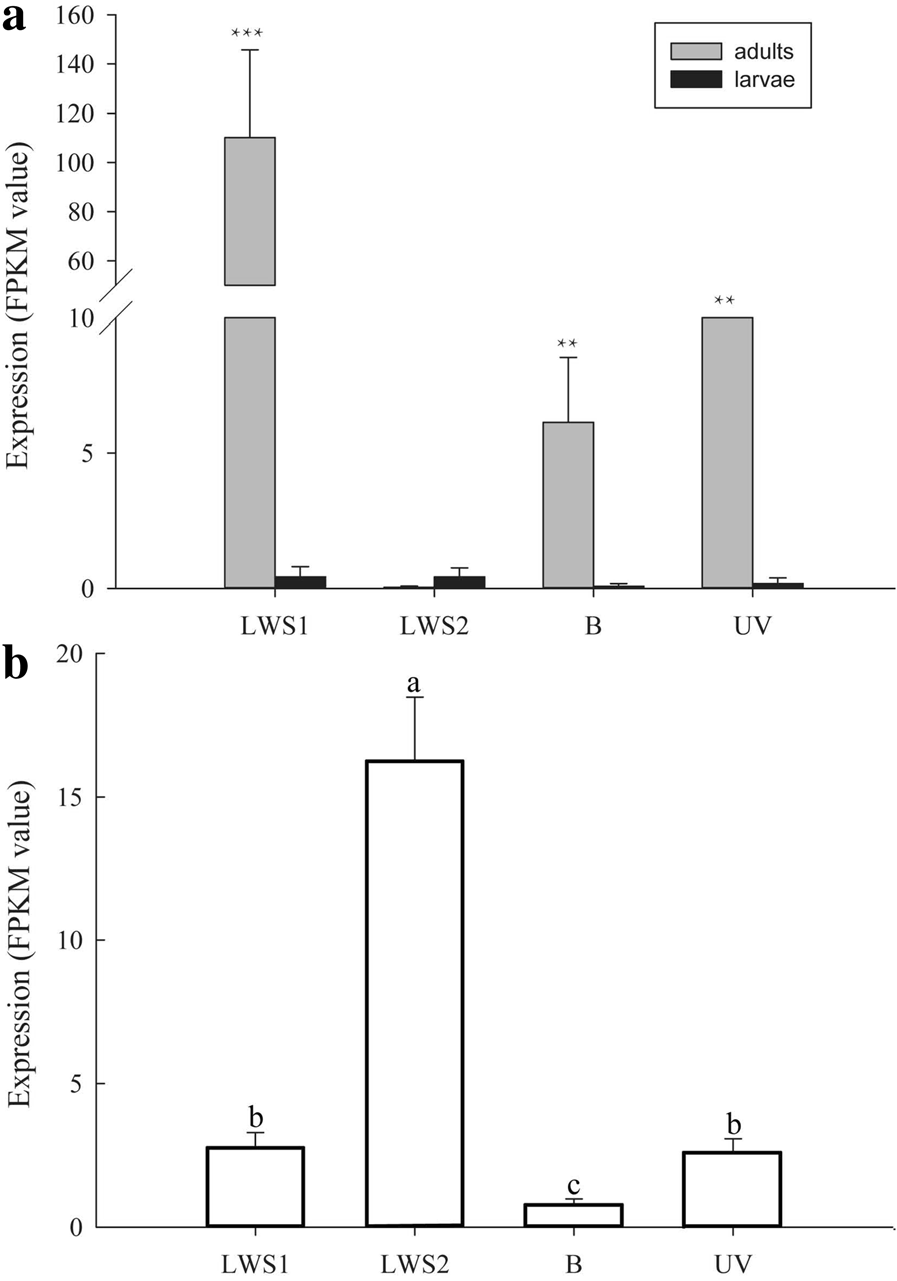
Quantitative expression levels for opsin genes in **a** larvae at 5^th^ instar stage and adults and **b** larvae at 1^st^ instar stage. **a** The “**” denote statistical significance of the expression levels at *P* < 0.01. The “***” denote statistical significance of the expression levels at *P* < 0.001. **b** Significant difference is shown using different letters (*P* < 0.0001, d.f. = 3, 12, F = 203.83). Mean ± SD. *n* = 4

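Stages were compared with limma on log2(FPKM + 1) over the 27678 contigs with a mean FPKM of at least 1, with a trend in the spread and Benjamini-Hochberg adjustment over these contigs. A change on this scale understates the change of contigs near 0. LWS1 was higher in adults than in 5th instar larvae by 6.25 (SE 0.291, limma adjusted p = 1.41e-08), UV by 4.32 (SE 0.263, adjusted p = 1.49e-07) and B by 2.66 (SE 0.252, adjusted p = 8.06e-06). For each of these 3 contigs, all 4 adult libraries lay above all 4 libraries of 5th instar larvae (two-sided exact permutation p = 0.0286). LWS2 was lower in adults than in 5th instar larvae, with a difference of −0.42 that did not pass the threshold (SE 0.206, limma adjusted p = 0.157, exact permutation p = 0.143). Without replicate 3 of the 5th instar larvae it passed narrowly, at −0.58 (limma adjusted p = 0.0481, range 0.0481 to 0.325 over the 8 libraries left out in turn and 0.0880 to 0.507 over the other alternatives). The pseudocount moved these 3 changes most. With 0.01 in place of 1, LWS1 rose by 8.43, UV by 8.53 and B by 6.40, so their order depends on it. Against 1st instar larvae, adults were higher by 4.86 for LWS1, 2.71 for UV and 1.95 for B, and LWS2 fell by 4.03 (limma adjusted p = 2.54e-08). LWS2 was higher in 1st than in 5th instar larvae by 3.62 (limma adjusted p = 2.10e-07), UV by 1.61, LWS1 by 1.39 and B by 0.71. The last of these had a limma adjusted p of 0.0415 and did not pass under several alternatives. Among the 4 opsins in 1st instar larvae, F was 147.2 on log2(FPKM + 0.1), and 30 of the 2627625 splits of the 16 values into 4 groups gave an F as large (exact permutation p = 1.14e-05). Of the 6 pairs of opsins, no difference was detected between LWS1 and UV (log2 difference 0.052, exact permutation p = 0.857). This rests on the UV contig of Table S2 alone. With c52984_g1_i1 added, the mean of UV was 5.34 FPKM against 2.70 FPKM for LWS1, a pair that was not tested. Such a sum overstates a gene whose parts lie on separate contigs. LWS1 was higher than B by 1.67 and B minus UV was −1.62, each with a two-sided exact permutation p of 0.0286, or 0.0343 after adjustment over the 6 pairs.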

In conclusion we report the existence of LWS2, originating as retrocopies from LWS1, in seven moths from the superfamily Noctuoidea. Furthermore, the intact ORF, the ω < 1, the phylogenetic conservation and expression independently suggests that LWS2 opsins are functional.

## Additional files

Additional file 1: Materials and methods Detailed description of materials and methods used in RNA-seq and PCR amplification. **Results** Description of the results in RNA-seq and PCR amplification. **Table S1.** Summary of the sequence assembly after Illumina sequencing. **Table S2.** The opsin genes from *H. armigera* by RNA-seq. **Table S3.** The FKPM values of opsin genes in *H. armgiera*. **Table S4.** Primers used in this study. **Table S5.** The species with complete genome sequence used in this study. **Figure S1.** The discription of RNA-seq. (a) The distribution of sequences length. (b) The E-value distribution of the top matches in the nr database. (c) The species distribution of the matches in the nr database. (d) The sequence similarity distribution. **Figure S2.** The genomic sequence of LWS opsins in seven noctuid species. (a) LWS1 opsins showed seven introns. (b) The fragments od LWS2 opsins from seven noctuid species showed no introns in the region. The red letters showed the homology region of primers for amplifying partial sequence of LWS2 using DNA as templete. The introns are shaded. “.” = identical nucleotides; “-” = absence of nucleotides. AS = *Agrotis segetum*, AY = *Agrotis ypsilon*, HA = *Helicoverpa armigera*, MB = *Mamestra brassicae*, MS = *Mythimna separata*, SELWS1 = *Spodoptera exigua*, SL = *Spodoptera litura*. (c) The genomic sequence of LWS1 in *O. nubilalis*. (d) The genomic sequence of LWS2 in *O. nubilalis*. The exons were showed using black letters and the introns were showed using red letters. **Figure S3.** Maximum Likelihood tree with outgroup. **Figure S4.** Bayesian tree with outgroup. **Figure S5.** Maximum Likelihood tree with outgroup. **Figure S6.** Bayesian tree with outgroup.
Additional file 2: Alignment of sequences used in this study. (PHY 100 kb)

## Abbreviations

aBS: a Bayes support
B: Blue sensitive opsin
BI: Bayesian inference
BS: Bootstrap support
FPKM: Fragments per kilobase of exon per million fragments mapped
LRT: Likelihood-ratio test
LWS: Long-wavelength sensitive opsin
ORF: Open reading frame
PP: Posterior probability
UV: Ultraviolet sensitive opsin

# Supplementary material for: Functional opsin retrogene in nocturnal moth
**Source:** Mob DNA. 2016 Oct 19;7:18. doi: 10.1186/s13100-016-0074-8
**Supplement:** Additional file 1: — Materials and methods Detailed description of materials and methods used in RNA-seq and PCR amplification. Results Description of the results in RNA-seq and PCR amplification. Table S1. Summary of the sequence assembly after Illumina sequencing. Table S2. The opsin genes from H. armigera by RNA-seq. Table S3. The FKPM values of opsin genes in H. armgiera. Table S4. Primers used in this study. Table S5. The species with complete genome sequence used in this study. Figure S1. The discription of RNA-seq. (a) The distribution of sequences length. (b) The E-value distribution of the top matches in the nr database. (c) The species distribution of the matches in the nr database. (d) The sequence similarity distribution. Figure S2. The genomic sequence of LWS opsins in seven noctuid species. (a) LWS1 opsins showed seven introns. (b) The fragments od LWS2 opsins from seven noctuid species showed no introns in the region. The red letters showed the homology region of primers for amplifying partial sequence of LWS2 using DNA as templete. The introns are shaded. “.” = identical nucleotides; “-” = absence of nucleotides. AS = Agrotis segetum, AY = Agrotis ypsilon, HA = Helicoverpa armigera, MB = Mamestra brassicae, MS = Mythimna separata, SELWS1 = Spodoptera exigua, SL = Spodoptera litura. (c) The genomic sequence of LWS1 in O. nubilalis. (d) The genomic sequence of LWS2 in O. nubilalis. The exons were showed using black letters and the introns were showed using red letters. Figure S3. Maximum Likelihood tree with outgroup. Figure S4. Bayesian tree with outgroup. Figure S5. Maximum Likelihood tree with outgroup. Figure S6. Bayesian tree with outgroup.

**Additional file 1**

**Material and Methods**

***Insects***

*Helicoverpa armigera*, *Agrotis ypsilon* and *Ostrinia nubilalis* were reared using artificial diet at 25±1 °C with a 14:10, light:dark photoperiod. Adult moths were provided with 10% sugar and 2% vitamin complex. The adults of other five species, including *Agrotis segetum*, *Mamestra brassicae*, *Mythimna separata*, *Spodoptera exigua* and *Spodoptera litura*, were captured and stored in liquid N2 in July 2011 using a vertical pointing trap set up on Beihuang Island, Shandong province (38° 23.200’ N, 120° 54,500’ E).

***cDNA library construction and Illumina sequencing for transcriptome analysis***

Four groups of 1st instar larvae on the third day after hatching (30 individuals each group), four group of 5th instar stage larvae on the first day after ecdysis (n=10 for each group) and four group adults (n=10 for each group) on the first day after eclosion of *H. armigera* were used to construct the cDNA library of *H. armigera* using an mRNA-Seq assay for paired-end transcriptome sequencing, which was performed by Novogene (Beijing, China). Poly(A) mRNA was isolated from 20 µl total RNA using Oligo (dT) magnetic beads and then was broken into short fragments (about 200bp) in the presence of fragmentation buffer at 94 °C for 5 min. These short fragments were used as templates for first-strand cDNA synthesis using random hexamer-primers. Subsequently, second-strand cDNAs were synthesized using buffer, dNTPs, RNaseH, and DNA polymerase I. After purification of short fragments with a QiaQuick PCR Purification Kit (Qiagen), samples were then washed with EB buffer for end reparation and single nucleotide adenine addition. Finally, the short fragments were connected to sequencing adapters. Suitable fragments, as judged by agarose gel electrophoresis, were enriched with PCR amplification to prepare the sequencing library. The cDNA library was sequenced on the channels of an Illumina HiSeq™ 2000 instrument for about 4 gigabase in-depth.

***De novo assembly of sequencing reads and assembly***

5’ and 3’ low-quality ends of raw reads were trimmed using Fastx-tools. Adaptor sequences were also trimmed using Fastx-tools. Reads with over 5 Ns or the length of which is shorter than 80bp were removed. The remained pair-end reads were kept as clean reads, which were used for *de novo* assembly. Then, the Trinity (v2.0.6) [1] software were used to assemble the clean reads with default parameters. All assemblies were performed on a server with 48 cores and 128 GB of memory. After assembly, the contigs longer than 200 bases were used for subsequent analysis.

***Quantitation of transcript sequences***

The reads from 8 libraries were mapped to the assembled contigs using Bowtie 0.12.7 [2] with no more than 2 mismatches within the ﬁrst 28 bp. The read counts accumulated on the contigs were normalized as fragments per kilobase of exon model per million mappedreads (FPKM) values [3]. Quantitative analysis for each contig was estimated using FPKM values by RSEM (v1.1.17) software [4] with default parameters.

***Functional annotation***

BLASTx was performed to align the assembled contigs from Trinity to the database of NR, String, Swissprot and KEGG for functional annotation. The e-value cut-off was set at 1E-5 for further analysis. Each assembled contig was assigned with the gene name and related function based on the best BLASTx hit (the smallest e-value). Assembled contigs assigned to the same gene were further compared, and the contig from the best e-value was adopted. If there was a tie between 2 assembled sequences, the one with the largest sequence identity was selected.

***Opsin identification***

Total RNA was isolated from individual adult moths using TRIzol reagent (Invitrogen, Carlsbad, CA, USA). Single stranded cDNA was synthesized using oligo(dT) and M-MLV Reverse Transcriptase (Promega, Madison, WL, USA). Genomic DNA was extracted from each individual using Easy Pure Genomic DNA Extraction Kit (TransGen, Beijing, China). With specific primers designed according to the sequence from RNA-seq and degenerate primers according to the conserved 5’untranslated region (UTR) [5], we amplified the full-length cDNA of LWS2 in *H. armigera* using cDNA as template with a PCR program: 4 min at 94 °C; 30 s at 94 oC, 30 s at 50oC, and 60 s at 72 oC for 45 cycles. According to the completed CDS obtained in this study and reported previously [5], specific primers were designed to amplify the genomic sequence of the LWS1 from the seven species and the LWS2 from *H. armigera* and the PCR program: 4 min at 94 °C; 30 s at 94 oC, 30 s at 53oC, and 2 min at 72 oC for 45 cycles. Degenerate primers were used to amplify the partial CDS from the other six species using genomic DNA as template with a PCR program: 4 min at 94 °C; 30 s at 94 oC, 30 s at 50oC, and 30 s at 72 oC for 45 cycles. All the primers used in this study were shown in Additional file 1. According to the RNA-seq data of *Ostrinia nubilalis* from Dr. Tiantao Zhang (Institute of Plant Protection, Chinese Academy of Agricultural Sciences, Beijing, P.R. China), we designed specific primers to amplify the LWS1 and LWS2 of *O. nubilalis* using cDNA and DNA templates with a PCR program: 4 min at 94 °C; 30 s at 94 oC, 30 s at 55oC, and 2 min at 72 oC for 45 cycles.

Statistical analyses were conducted using STATA v.9.0. Student’s t-test or ANOVA with Bonferroni multiple comparisons were used to determine the level of significance in the relative levels of mRNA expression.

**Results**

#### *Illumina sequencing and reads assembly*

After trimming adaptor sequences and removing low-quality reads, a total of about 300 million clean sequencing reads with an average length of 100 bp were generated. An overview of the sequencing and assembly is outlined in table S[1](http://www.biomedcentral.com/1471-2164/14/411/table/T1). The mean contig size was 682 bp, with lengths ranging from 200 to 19580 bp.

#### *Annotation of predicted proteins*

For annotation, BLASTx was used to compare unigenes against the NCBI nr database by using a cut-off E-value of 10-5. 

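In the deposited table, 32976 of 99711 contigs (33.1%, 95% Wilson interval 32.8% to 33.4%) carry a description from the nr database. Counted by unigene, 20479 of 73709 (27.8%) have one on at least 1 contig. The share was 67.7% among the 27678 contigs with a mean FPKM of at least 1 and 19.8% among the 72033 contigs below it. An entry from Swiss-Prot was given for 16596 contigs, from Pfam for 20544, from KEGG for 13262 and from STRING for 8800. With an entry from any of these counted, 33303 contigs (33.4%) had one. The table gives no contig lengths, so the shares by length class cannot be recounted.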

Using this approach, 47598 genes (39.3% of transcripts) were able to be get BLAST hits using the E-value cutoff. Because of the relatively short length of transcripts (mean size of 628 bp) and lack of genome reference, most of the assembled sequences could not be matched to any known genes. Figure S[1](http://www.biomedcentral.com/1471-2164/14/434/figure/F1)a shows that the proportion of assembled sequences with matches in the nr database is higher among the longer sequences. Specifically, sequences longer than 2000 bp had a match efficiency of 99.0%, whereas the match efficiency decreased to approximately 60.8% for sequences ranging from 500 to 1000 bp in length, and to 38.2% for sequences between 200 and 500 bp in length (Figure S[1](http://www.biomedcentral.com/1471-2164/14/434/figure/F1)a). The E-value distribution of the best hit in the nr database showed that 50% of the mapped sequences have strong homology (smaller than 1.0E-50), whereas 50% of the homologous sequences ranged from 1.0E-5 to 1.0E-50 (Figure S[1](http://www.biomedcentral.com/1471-2164/14/434/figure/F1)b). The sequence similarity distribution has a comparable pattern, with 31% of the sequences having a similarity higher than 80%, and 69% of the sequences having a similarity ranging from 20% to 80% (Figure S[1](http://www.biomedcentral.com/1471-2164/14/434/figure/F1)c, S1d).

***Opsin genes of H. armigera***

According to functional annotation, we found four opsin genes from the assembled contigs (table S2). The fragments per kilobase of exon per million fragments mapped (FPKM) values of each opsin were used to count and analyze the expression profile (table S3).

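In the deposited table, 12 contigs have a description with opsin or a word ending in opsin. Beyond the 4 contigs of Table S2, c59975_g1_i2 belongs to the same unigene as the B contig and is described in the same words. It had 1.02 ± 0.249 FPKM in 1st instar larvae, 0.111 ± 0.0560 FPKM in 5th instar larvae and 5.42 ± 1.71 FPKM in adults (SD, n = 4). The contig c52984_g1_i1 is described, as the UV contig is, as an ultraviolet wavelength-sensitive opsin, and had 2.75, 0.156 and 25.0 FPKM in the same order of stages. An opsin Rh3-like contig, c63348_g1_i1, had 0.601, 0.214 and 7.83 FPKM. The remaining opsin descriptions, opsin-5-like for c57105_g1_i1 and parapinopsin-like for c45708_g1_i1 and c45708_g2_i1, belong to contigs with a mean under 1 FPKM in every stage. A further pair of contigs are enzymes whose names hold the word: a rhodopsin-sensitive phosphodiesterase subunit (c59401_g1_i1) and a rhodopsin-specific isomerase (c63378_g1_i1). Each of the 12 groups of 4 values in Table S3 (4 opsins in 3 stages) is the same set of values as in the deposited table. By replicate number, 7 of 12 libraries match their column in Table S3, and larval replicates carry other numbers in 5 cases, so values are given per stage.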

***Cloning the LWS2 opsins***

Using RNA-seq, we were able to successfully identify partial sequence of the second LWS opsinat 3’end in *H. armigera*, which was used to design specific primer. Taken together with 5’ degenerate primer, we successfully obtained the complete coding domain sequence (CDS) of the LWS2 in *H. armigera* (GenBank accession no.: KJ010188). 

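In the alignment of Additional file 2, the coding sequences of LWS1 and LWS2 of *H. armigera* are identical at 925 of 1137 aligned bases (81.4%, 95% Wilson interval 79.0% to 83.5%). Over the fragment amplified from the other species they are identical at 235 of 291 bases (80.8%). At this identity a read of 1 gene differs from the other by many bases, though the mapping allowed mismatches. In adults, where LWS1 was highest, the mean FPKM of LWS2 was 0.0429% of that of LWS1.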

According to the complete CDS of LWS1 from the seven noctuid species, we designed primers to amplified the genomic sequences of those opsins using genomic DNA as templete. The results indicated that there were seven introns in the LWS1 (Figure S2a). According to the complete CDS of LWS2 from *H. armigera*, we designed primers to amplified the genomic sequences of the opsin using genomic DNA as templete, which was consistent with the CDS, indicating there was no intron in LWS2 of *H. armigera*. According to the sequences of LWS1/LWS2 and the location of introns, we designed primers to amplified the fragments of LWS2 from the six species and the results indicated that there were no introns in the LWS2 of these six species (Figure S2b). 

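The alignment of Additional file 2 holds an LWS2 sequence for each of the 7 noctuid species, and none of the 7 has a stop codon before its end or a gap that shifts the frame. In the sequences as printed in Figure S2b, 6 of 7 keep the frame. The fragment of *M. separata* measures 314 bases there and 294 in Additional file 2. As printed it carries 2 more bases directly after the 21 bases of the forward primer. In Additional file 2 its sequence begins with the last base of the primer and these 2 bases, set as 1 codon opposite the last codon of the primer in the other species, so the alignment keeps the extra bases without a shift of the frame. Read from the first ATG, this sequence meets a stop at codon 8 and holds 10 stops. Read in the frame shared with the other species, the part after these 2 bases holds 0 stops.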

According to reference sequences from RNA-seq data, we also amplified the LWS1 and LWS2 in *O. nubilalis* using cDNA and DNA as templete. The results indicated that both the LWS1 and LWS2 of *O. nubilalis* contained introns (Figure S2c, S2d), suggesting a genomic duplication.

**References**

1. Grabherr MG, Haas BJ, Yassour M, Levin JZ, Thompson DA, Amit I, Adiconis X, Fan L, Raychowdhury R, Zeng Q, Chen Z, Mauceli E, Hacohen N, Gnirke A, Rhind N, di Palma F, Birren BW, Nusbaum C, Lindblad-Toh K, Friedman N, Regev A. Full-length transcriptome assembly from RNA-seq data without a reference genome. Nat Biotechnol. 2011;9: 644-652.
2. Langmead B, Trapnell C, Pop M, Salzberg SL. Ultrafast and memory-efficient alignment of short DNA sequences to the human genome. Genome Biol. 2009;10:R25.
3. Trapnell C, Williams BA, Pertea G, Mortazavi A, Kwan G, van Baren MJ, Salzberg SL, Wold BJ, Pachter L. Transcript assembly and quantification by RNA-Seq reveals unannotated transcripts and isoform switching during cell differentiation. Nat Biotechnol. 2010;28: 511-515.
4. Li B, Dewey CN. RSEM: accurate transcript quantification from RNA-Seq data with or without a reference genome. BMC Bioinformatics. 2011;12:323
5. Xu P, Lu B, Xiao H, Fu X, Murphy RW, Wu K. The evolution and expression of the moth visual opsin family. PLoS One. 2013;8:e78140

**table S1** Summary of the sequence assembly after Illumina sequencing. A=adult, L1=Larve at first instar stage, L5=Larve at fifth instar stage, F=Female, M=Male.

**table S2** The opsin genes from *H. armigera* by RNA-seq.

**table S3**The FPKM values of opsin genes in *H. armgiera*. A=adult, L1=Larve at first instar stage, L5=Larve at fifth instar stage, F=Female, M=Male.

**table S4.** Primers used in this study.

**table S5.** The species with complete genome sequence used in this study.

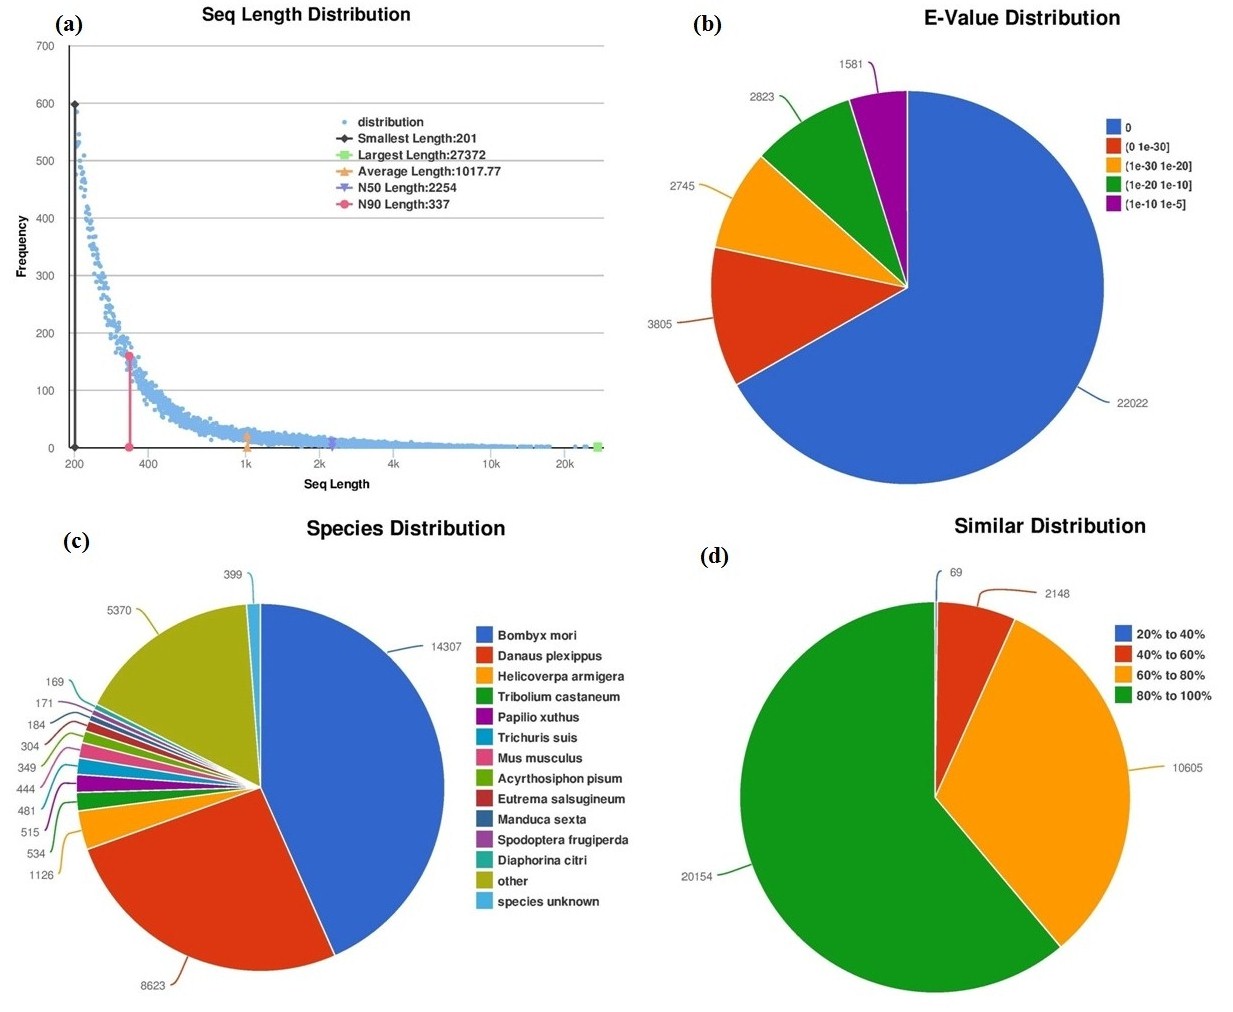

**Figure S**[**1**](http://www.biomedcentral.com/1471-2164/14/434/figure/F1) **The description of RNA-seq.** (a) The distribution of sequences length. (b) The E-value distribution of the top matches in the nr database. (c) The species distribution of the matches in the nr database. (d) The sequence similarity distribution.

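The species of the best nr match was read from the descriptions in the deposited table. *Danaus plexippus* was named for 8623 contigs, *Trichuris suis* for 481, *Acyrthosiphon pisum* for 349 and *Eutrema salsugineum* for 304, and these 4 counts match those printed in Figure S1c. Of the other species counted here, *Tribolium castaneum* (533), *Papilio xuthus* (512), *Bombyx mori* and *Mus musculus* have fewer contigs than printed there and *H. armigera* has more, and 193 descriptions gave no readable species. *Bombyx mori* was named for 14124 contigs (42.8% of those with a hit), *H. armigera* for 1129 and *Mus musculus* for 428. The contigs named for mouse, for the whipworm *T. suis* and for the plant *E. salsugineum* were mostly above 0 in 1st instar larvae alone. Of the mouse set, 94.4% were above 0 in 1st instar larvae and at 0 in all 4 adult libraries, of the whipworm set 88.6% and of the plant set 93.1%, compared with 1.74% of the *B. mori* set. In 1st instar larvae the FPKM values of these sets summed to 227 ± 13.2 for mouse, 313 ± 39.7 for *T. suis* and 145 ± 16.0 for *E. salsugineum* (SD, n = 4 libraries), out of at least 1326989 per library. In 5th instar larvae the mouse set still summed to 123 ± 29.4 FPKM, held by 4 to 8 contigs per library, while *T. suis* summed to 8.78 FPKM and *E. salsugineum* to 0.0223 FPKM.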

**ASLWS1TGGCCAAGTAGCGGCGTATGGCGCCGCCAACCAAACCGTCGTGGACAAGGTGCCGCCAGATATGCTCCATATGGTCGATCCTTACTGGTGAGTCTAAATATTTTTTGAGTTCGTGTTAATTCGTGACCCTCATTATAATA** 140

**AYLWS1.........................T.......G.....G..................................................C....G.......G.......T.....T................T.....** 140

**HALWS1C.....G........A.........T.A.................T........A..C........T..C............C..........G....ACA..A..-------AAC...CATAACTGTG.A.CA.A...T** 133

**MbLWS1......G..................T.......G.....A.................T........T...............C.........GAGTC.GT..AAAATCTA.T...AA..CCTTCA.TTG.TTA..GC..T** 140

**MSLWS1C.....G..................T.......G.......................T..C.....T...............C......C..---TC.AT..AC.CATCA.TA..AAT.C.T.CCTT....CACC.TT.T** 137

**SELWS1............A.....C..T...T................T.....A....TA...........T...............C............G.T.C...GA.TGTCA..GACAG..CTAGCTGAG.AT.A.C..A.** 140

**SLLWS1.....................T...T................T...........A...........T...............C...........CG...T...G..TGTCA..AACA...CT.ACTAAACGTGA.CT...** 140

**ASLWS1CCTATGT-------------------------------------------------------------------------------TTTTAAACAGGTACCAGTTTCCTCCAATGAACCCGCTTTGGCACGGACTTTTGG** 201

**AYLWS1.......-------------------------------------------------------------------------------.........................G............................** 201

**HALWS1G..CCA------------------------------------------GTTTATTTATTTTGAAATCCAAAATATTTT------TTACAA.TGT.........................................C....** 225

**MbLWS1..GTAT.---------------------------GCATATCTTTGTTTTT---------------------------------------A.TT..................G.....T..A..............C....** 214

**MSLWS1...TCT.CAATTTCCGTCCTTTTAAGTTT---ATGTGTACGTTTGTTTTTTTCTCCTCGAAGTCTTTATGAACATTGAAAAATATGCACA.TT..................G.......................C....** 274

**SELWS1TT.CA.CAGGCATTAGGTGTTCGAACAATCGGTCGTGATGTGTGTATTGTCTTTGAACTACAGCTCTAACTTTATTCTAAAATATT.CA.T..T.................T...........A...........C....** 280

**SLLWS1TT.CA---------------------------------------------------------------ACTGTATTCTAAA-TATT.CA....T.................T...........A...........C....** 216

**ASLWS1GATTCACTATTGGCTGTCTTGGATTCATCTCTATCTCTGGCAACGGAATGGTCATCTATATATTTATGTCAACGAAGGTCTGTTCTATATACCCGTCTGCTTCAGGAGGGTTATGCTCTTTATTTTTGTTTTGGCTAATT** 341

**AYLWS1..........C........................A............................C................C.C....T....T.A........................C...A........TT.....** 341

**HALWS1..........C........C........T.....T.......................C..T..C..............-------.GG..TAT------..ATCCCTTT..TAT..GCA.CA.C.AA.C.GTTGAT...** 352

**MbLWS1..........C........................A...................T..C....................-------.....AA------AC.GTAATTTC..G.TTAAA..GC..C...A..CTTA..AA** 341

**MSLWS1.......A..C.......C................A.........................T.................-------.C...AATA..CTA.C..CATT.AC.G.TT.GAA.....C..C...C--A..CC** 405

**SELWS1.......A..C...GT......T........C..TA.....................................A.....-------.AT.TTA.------..ACCT.CAT..G.TTAG.CAGC...----.AT.AAG.AA** 403

**SLLWS1.......A..C...GT......T..T........TA.....................................A.....-------.A...ATT------AG.TAA.CAT..T.TTAG..AG..C.----.GT.AG..AA** 339

**ASLWS1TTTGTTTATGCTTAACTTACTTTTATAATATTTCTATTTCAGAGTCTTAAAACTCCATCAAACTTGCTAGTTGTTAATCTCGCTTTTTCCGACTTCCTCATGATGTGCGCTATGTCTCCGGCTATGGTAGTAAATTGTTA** 481

**AYLWS1...T...TC...........G.....T-...........................................G.......................T..T.......................G.....G...........** 480

**HALWS1...T..--------...A.GCCC....T.TA..TCT..A....................C...........G..G.....T.....C...........G...........G........T...........T........** 484

**MbLWS1C..TGC--------.T...---.A.CT..T--.T.T..G.............................C..G..A...........C..T..T...................................G..C........** 468

**MSLWS1....AC--------.T.G.AA.CA..TG.T--.TCT................................C..G..A...........C.....................TG..................G..G........** 535

**SELWS1A.CTA.--------GACA....GA...T.T-.CTCT..AT.........................A..T..G..G.....T.....C.....................TG..................T..C........** 534

**SLLWS1A.CAG.--------GACC.T..GA..GT.T-.CTGT..AT.........................A..T..G..G.....T.....C...........T.........TG..................G..T........** 470

**ASLWS1CAACGAAACATGGGTTTGGGGTGAGTA-----------TCTCAGCAAAT-------------------------------------------------------------------------------------------** 519

**AYLWS1...............A...........-----------..ATGC....--------------------------------------------------------------------------------------------** 517

**HALWS1...............A......A....TTAAGCAGATA.TAT..T..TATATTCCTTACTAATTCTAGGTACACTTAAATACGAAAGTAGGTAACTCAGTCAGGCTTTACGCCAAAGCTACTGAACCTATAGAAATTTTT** 624

**MbLWS1T..T..................A...T-------GTTT...TCAA.C---------------------------------------------------------------------------------------------** 508

**MSLWS1T.....................A...T-------GATA..ATC.T.CG--------------------------------------------------------------------------------------------** 576

How the deposited data were processed for this re-analysis (not part of the article)

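RNA was measured in 12 pools of whole bodies of *H. armigera*: 4 of 1st instar larvae, 4 of 5th instar larvae and 4 of adults, of which 2 were male and 2 female. The larval pools were of mixed or unstated sex. The authors trimmed the paired reads, assembled them with Trinity, mapped them with Bowtie and estimated FPKM values with RSEM, and they deposited 1 FPKM value per contig and library together with descriptions from nr, Swiss-Prot, STRING, KEGG and Pfam. The methods in Additional file 1 speak of reads from 8 libraries for the mapping, while the table holds values for 12. The values are on a linear scale, with no log and no further scaling found. The contigs of the table are single assembled sequences with isoform numbers. The plan, which expected unigenes, was applied to contigs, and sums of the isoforms of a unigene were tried as an alternative chosen after seeing the data. Of the larval libraries, 3 of 8 match the column of Table S3 with the same number, so groups were formed by stage and sex alone.

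The values carry no read counts, so the number of fragments behind a value is unknown and no counting interval is given. The FPKM of 1 fragment, relative to female replicate 3, was estimated from the most frequent ratio between low values of the same contig in the 2 libraries as 1.71 to 2.18 in 1st instar larvae, 1.65 to 2.69 in 5th instar larvae and 0.798 to 1.49 in adults. These ratios are approximate. The 10 highest contigs held 9.12% to 16.3% of the FPKM of a library.

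Opsins were compared within a stage on log2(FPKM + 0.1) by a two-sided exact permutation test of the difference of means over the 70 splits of 4 and 4 values, with Benjamini-Hochberg adjustment over 9 comparisons. F among the 4 opsins of 1st instar larvae was computed on the same scale, with an exact p over all splits of the 16 values. The difference between stages in the log2 ratio of LWS2 to another opsin within a library was tested by exact permutation of the stages. Contigs were compared between stages with limma 3.58.1 in R 4.3.3, with trend, on log2(FPKM + 1), for the 27678 contigs with a mean FPKM of at least 1 over the 12 libraries. All libraries entered 1 fit with 3 stages. Males and females were compared in a fit with 4 groups, where 2 libraries against 2 cannot pass an exact test. An adjusted p below 0.05 was taken as the threshold. For the sexes, 7 lists of contigs (phototransduction, eye pigment, neuronal, olfactory, muscle, egg and ovary, testis and sperm), fixed as words to be found in the descriptions, were tested with limma's camera with an inter-gene correlation of 0.01, and again with fry. Contigs described as actin, ribosomal protein or elongation factor 1-alpha served as a control of scale. The contigs named are the opsins of Table S2, other contigs described as opsins, members of the 7 lists that passed between the sexes, and for each comparison of stages the 3 described contigs with the largest change in each direction among those that passed without overlap between the groups. The values of the opsins in Table S3 had been seen before this rule was set. The member named per list, the one with the largest change, was picked after its value was seen.

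Sequences were taken from Additional file 2 and Figure S2b. Pairwise dN/dS was computed by the method of Nei and Gojobori over the 98 codons present in all sequences, of which the first is the last codon of the primer, with yn00 as implemented in Biopython 1.88 as an alternative. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The limma fits were tested on simulated data with the means and spread of these contigs, in which 200 of the 27678 contigs were changed by 2 or 3 on the log2 scale in either direction. The fit recovered 70.5% of them for adults against 5th instar larvae, 69% for adults against 1st instar larvae, 70.5% for 1st against 5th instar larvae and 47.5% for males against females. Of the simulated contigs called, 8.44%, 6.76%, 5.37% and 10.4% had not been changed. These shares lie above 5%, but each comes from a single simulated data set and is a rough estimate of the rate of false calls.

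The main settings, the lists and most alternatives were chosen before the deposited table was examined. The opsin values of Table S3, which are the same values, had been seen by then. The pseudocount of 0.1 was chosen because LWS2 was near 0 in adults there. The alternatives were other pseudocounts, no filter or a stricter filter on low values, quantile normalization, scaling of each library to the same sum (TPM), fits with only the groups compared, a replicate block, robust estimates of spread, adult sexes as separate groups, other backgrounds and each library left out in turn. No count model was fitted, since FPKM values are not counts. The phylogeny and the codeml models were not recomputed.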

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

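All tests of an explanation in this part were chosen after the results were seen.

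In 35 groups of 4 libraries (12 contigs described with opsin in their name, in 3 stages, less 1 group without spread), 3 groups had 1 library far from the other 3, where chance gives 1.75 such groups. For B (c59975_g1_i1) in 5th instar larvae, replicate 2 had 0.226 FPKM, and its gap to the nearest other library was 0.910 of the range of the group. For the opsin-5-like contig c57105_g1_i1, replicate 1 of the 1st instar larvae (0.087 FPKM) and replicate 4 of the 5th instar larvae (0.043 FPKM) were above 0 while the other libraries of the stage were listed at 0, so that the gap was the whole range, a ratio of 1. The table holds no counts to tell whether these values rest on single fragments. No technical explanation was tested, and since the design does not separate replicates of a stage, no biological explanation was tested.

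The difference of LWS2 from another opsin on log2(FPKM + 0.1), taken within a library, changed between stages. For LWS1 it was 12.08 higher in 1st instar larvae than in adults, 2.64 higher in 1st than in 5th instar larvae and 9.44 higher in 5th instar larvae than in adults. For B these differences were 9.59, 2.97 and 6.62. For UV they were 9.90 between 1st instar larvae and adults and 8.22 between 5th instar larvae and adults, while the difference of 1.68 between 1st and 5th instar larvae did not pass (exact permutation p = 0.143). Each of the other 8 had a two-sided exact permutation p of 0.0286, the smallest possible, or 0.0321 after Benjamini-Hochberg adjustment over 9. LWS2 was the higher of the pair in each 1st instar library and the lower in each adult library, for all 3 partners. The size of these differences depends on the pseudocount, since LWS2 was near 0 in adults. A factor that scales a whole library cancels in the ratio of 2 FPKM values without a pseudocount, and the lowest ratio of LWS2 to LWS1 in a 1st instar library, 5.49, was 8224 times the highest in an adult library, which argues against scaling between libraries as the cause. If reads of LWS1 had been assigned to LWS2 at a fixed share, LWS2 would be highest in adults, yet there it was 0.0429% of LWS1, against a ratio of 6.02 in 1st instar larvae. A source of LWS2 in another organism present in the 1st instar libraries was examined through the 5th instar larvae, where LWS2 had 0.429 FPKM and was above 0 in 3 of 4 libraries, while 97.7% of the contigs with a best hit in mouse were at 0 in all 4, though the few others kept a summed FPKM of 123 there. LWS2 was also above 0 in 3 of 4 adult libraries, and the paper amplified it from cDNA of individual adults of *H. armigera*, so the gene itself is not in question. Values of 1 contig this near 0 do not decide how much of the level in 1st instar larvae came from the larvae, which stays open. A different share of a tissue that expresses all 4 opsins would move them in the same direction, yet the mean FPKM of LWS2 was 344 times lower in adults than in 1st instar larvae, while LWS1 was 40.9, UV 9.05 and B 7.88 times higher. The stage itself, and a tissue that expresses LWS2 without the others, remain open and were not tested.

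The table also holds opsin contigs outside Table S2 whose values in adults stood above 0 in all 4 libraries with a mean over 3 times the smallest value above 0 of the contig. In the absence of counts, this multiple took the place of a limit from a count of 0. They were c52984_g1_i1 with 25.0 ± 8.38 FPKM in adults, the opsin Rh3-like contig c63348_g1_i1 with 7.83 ± 5.55 FPKM, c59975_g1_i2 with 5.42 ± 1.71 FPKM, the opsin-5-like contig c57105_g1_i1 with 0.991 ± 0.259 FPKM and the parapinopsin-like contig c45708_g1_i1 with 0.332 ± 0.249 FPKM (SD, n = 4). The second parapinopsin-like contig, c45708_g2_i1, had 0.516 ± 0.226 FPKM and stayed under that multiple. c59975_g1_i2 and c52984_g1_i1 share their descriptions with the B and UV contigs and could be further parts or isoforms of those genes. When the isoforms of B were summed, LWS2 in 1st instar larvae was above B by 3.10 in place of 4.24, and when the 2 UV contigs were summed, to 5.34 FPKM, it was above UV by 1.60 in place of 2.62 (exact permutation p = 0.0286). A sum overstates a gene whose parts lie on separate contigs. Whether reads were split between such contigs was not tested, since the table holds no sequences. In limma, c63348_g1_i1 was higher in adults than in 5th instar larvae by 2.51 (adjusted p = 0.00398, range over its other settings 0.000341 to 0.0343 with all libraries kept) and higher than in 1st instar larvae by 2.11 (adjusted p = 0.00645, range 0.000674 to 0.0268). All 4 adult libraries lay above all 5th instar libraries, but the lowest adult value, 0.753 FPKM in female replicate 3, was under the highest of 1st instar larvae, 0.924 FPKM, so these groups overlap. No biological explanation was tested beyond these comparisons of stages.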

How the results depend on the processing

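Most tests behind the values in this part were set before the deposited table was examined, but with the opsin values of Table S3 already seen. Chosen after seeing the data were the isoforms summed to unigenes, the nr hits counted by unigene and the 2 UV contigs summed. So was dN/dS without the codon at the end of the primer.

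Of 546 alternative values of the 45 results fixed in the plan, 461 gave the same call, 50 were weaker, 4 stronger, 17 reversed in sign and 14 were counts or shares that moved. Unless stated, the cause was not tested.

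With the 2 genes paired within a library as a replicate block, LWS2 minus another opsin kept its values in 1st instar larvae (2.56 for LWS1, 4.24 for B and 2.62 for UV) and in adults (−9.52, −5.36 and −7.28). The sign-flip test over 4 pairs cannot give a two-sided p below 0.125, so by construction none passed (adjusted p = 0.188). Replicate numbers do not pair libraries of different stages: after removal of stage means, r between libraries of the same number was −0.160 to 0.0765. With replicate number as a block in limma, B between the larval stages kept its change of 0.71 but not its call (adjusted p = 0.0615). With the library as a block, F among the 4 opsins of 1st instar larvae was 194.9.

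When 1 library was left out, LWS2 minus LWS1, B and UV ranged from 2.46 to 2.61, 4.09 to 4.37 and 2.52 to 2.72 in 1st instar larvae, and from −9.61 to −9.46, −5.45 to −5.25 and −7.37 to −7.16 in adults. All of these were weaker by construction, since 3 values against 3 cannot give a two-sided exact p below 0.1 (adjusted p = 0.15). In 5th instar larvae LWS2 minus LWS1 ranged from −0.87 to 0.49. It was reversed without replicate 2 (0.33) or replicate 3 (0.49). It was also reversed, with values near 0, with a pseudocount of 1 (0.0042), without a log (0.00025) and with libraries scaled to the same total (0.0033). LWS2 minus UV there ranged from 0.26 to 1.25 and LWS2 minus B from 0.81 to 1.84, against 0.94 and 1.26. With the 2 UV contigs summed LWS2 minus UV was 0.052, and with the isoforms of B summed LWS2 minus B was 0.57.

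LWS2 in adults against 5th instar larvae ranged from −0.58 to −0.32 when 1 library was left out, and passed only without 5th instar replicate 3. B between the larval stages was weaker without the filter on low values (0.71, adjusted p = 0.0685) and with libraries scaled to the same total (0.54, adjusted p = 0.0673). It ranged from 0.65 to 0.77 when 1 library was left out, and kept its call only without 5th instar replicate 2. Over its alternatives with all libraries kept the adjusted p ranged from 0.00114 to 0.0685.

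Between the sexes, B was weaker with a pseudocount of 0.1 (0.95), without the filter (0.82), under quantile normalization (0.71), with libraries scaled to the same total (0.48), with only the 4 adult libraries in the fit (0.82) and with isoforms summed to unigenes (0.65). It ranged from 0.64 to 1.01 when 1 adult library was left out. This leaves 1 library in a sex, so only the size is read from such fits. LWS2 reversed to −0.074 under quantile normalization. LWS1 moved from 0.60 to 0.11 without adult replicate 4 and to 1.08 without replicate 3. The contig c59975_g1_i2 reversed to −0.0025 with libraries scaled to the same total and to −0.10 without adult replicate 4. The difference of the Rh3-like contig c63348_g1_i1 ranged from 0.84 to 2.90 when 1 adult library was left out. With only the adult libraries in the fit, the calls of kynurenine 3-monooxygenase, flightin and the chaoptin-like contig were lost. Without adult replicate 1 the difference of the sialin-like contig was 2.23, against 2.33 with all libraries.

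The count of changed contigs fell to 4663 for adults against 5th instar larvae, 6903 for adults against 1st instar larvae and 5653 between the larval stages with a mean FPKM of at least 5, by construction, since fewer contigs enter. It fell to 4534 for adults against 5th instar larvae with only these groups in the fit. For the sexes it was 5864 without the filter, 1800 with a mean FPKM of at least 5, 5274 with libraries scaled to the same total and 1718 with only the 4 adult libraries. It ranged from 1958 to 4306 when 1 library was left out, the lowest without adult replicate 1 (1958) and replicate 3 (2074).

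Among the lists, the median of phototransduction reversed to −0.058 under quantile normalization and −0.22 with libraries scaled to the same total, and ranged from 0 to 0.19 when 1 library was left out, with 0 without adult replicate 2. Eye pigment reversed to −0.54 with a mean FPKM of at least 5, −0.29 under quantile normalization and −0.27 with libraries scaled to the same total. It ranged from −0.14 to 0.14 when 1 library was left out, negative without adult replicate 1 (−0.010) or replicate 3 (−0.14). Neuronal reversed to −0.011 and −0.049 under the same scalings, and olfactory to −0.11 under quantile normalization. Under fry, the neuronal (0.30) and olfactory (0.11) lists passed. Eye pigment passed too, but its median of 0.044 does not give the direction, since its mean was −0.45 and 0 members were called higher and 3 lower in males. Fry tests each list without comparing it to other contigs, which by construction asks another question than camera. Muscle ranged from 0.49 to 0.93 when 1 adult library was left out, which leaves 1 library in a sex, so its call is not read there.

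The percentile of LWS2 in 1st instar larvae moved to 84.6 with contigs with an nr hit as background, and in adults to 1.96 without replicate 1. The share of contigs with an nr hit moved to 33.4% with a hit in any database to 67.7% among contigs with a mean FPKM of at least 1 and to 27.8% counted by unigene.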

Differences from the paper's values

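Of the tests in this part, the count of nr hits by unigene, F with isoforms summed to unigenes and dN/dS without the codon at the end of the primer were chosen after the result was seen.

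For LWS2, the paper's ω from codeml is 0.08202, and the median pairwise dN/dS of the 7 noctuid sequences was 0.0277 over 21 pairs, with a range of 0.00473 to 0.218. The first is a likelihood estimate for a branch class of a tree and the second a median of pairs over 98 codons, so they are not the same estimator. Of the alternatives set before the data were examined, none came within 1.5 times of the paper's value. The median was 0.0437 by yn00, over only 18 pairs. It was 0.0337 with codons present in each pair (21 pairs) and 0.0483 without *H. armigera* (15 pairs). Without the codon at the end of the primer, an alternative chosen after seeing the data, it was 0.0273. Each of these values lies below 1, as the paper's does.

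F among the 4 opsins of 1st instar larvae was 147.2, and the paper's value is 203.83, which is within 1.5 times. The values are those of Table S3, so the same F on the same scale would be equal, and 147.2 does not reproduce it. It was 190.8 with a pseudocount of 1, 139.5 with a pseudocount of 0.01 and 146.6 without a log. All are within 1.5 times, but none gave the paper's value. The paper does not state the scale of its values. With isoforms summed to unigenes, which was chosen after seeing the data, it was 133.7, further than 1.5 times from the paper's value. Without replicate 1, 3 or 4 it was 98.1, 129 and 87.0, further than 1.5 times from the paper's value. With a library left out the degrees of freedom are fewer than in the paper, so these are not like for like. The supplement's count of genes with an nr hit is 47598, or 39.3% of transcripts by the paper, and the deposited table gave 32976 contigs, or 33.1%, each within 1.5 times. The 2 values of the paper do not belong to the same total if it is the 99711 contigs, of which 47598 are 47.7%. Counted by unigene, the table gave 20479 with a hit, and the paper's count is 2.32 times as large.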

Other observations

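The counts of changed contigs under other splits of the libraries were planned, and the other tests of an explanation in this part were chosen after the results were seen.

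Of 27678 contigs, limma called 7482 changed between adults and 5th instar larvae (2022 higher and 5460 lower in adults), 12657 between adults and 1st instar larvae (3905 higher, 8752 lower) and 11089 between 1st and 5th instar larvae (6005 higher and 5084 lower in 1st instar larvae). With adult males and females as separate groups in the fit these counts were 9665 (3616 higher, 6049 lower), 14899 (5524 higher, 9375 lower) and 12649 (6759 higher, 5890 lower). The direction depended on the scaling of libraries. With each library scaled to the same total, 7773 contigs were higher and 3175 lower in adults than in 5th instar larvae, and 9739 higher and 4179 lower than in 1st instar larvae. Under quantile normalization these were 3976 and 3833, and 5506 and 6133. Between the larval stages, scaling to the same total gave 4093 higher and 4592 lower. The median change of all contigs in adults against 5th instar larvae was −0.19 as deposited and 0.53 after scaling to the same total, and against 1st instar larvae −0.12 and 0.66. Among the 35 splits of the 8 libraries of each comparison into 4 and 4, only 1, the real one, gave a count as large. Every other split has both stages in each group, which moves the difference between stages into the spread. Low counts there were built in, so this test cannot tell how many calls chance would give. The largest count in another split was 908 for adults against 5th instar larvae, 3 for adults against 1st instar larvae and 1 between the larval stages.

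Groups did not overlap for 22.7% of contigs between adults and 5th instar larvae, 49.4% between adults and 1st instar larvae and 41.7% between the larval stages, where chance gives 2.86%. The largest changes toward adults against 5th instar larvae were in a putative cuticle protein (c48004_g1_i1, 10.49), a troponin C, isoform 1-like contig (c57573_g1_i1, 9.94) and a troponin C type IIIa-like contig (c57744_g1_i1, 8.80). The largest drops were in chymotrypsin-like proteases (c58594_g2_i1, −12.00, and c58594_g1_i1, −11.97) and a diverged serine protease (c52620_g1_i1, −11.80). Against 1st instar larvae, adults were highest in c48004_g1_i1 (11.76), c57573_g1_i1 (10.59) and a hypothetical protein (c52870_g1_i1, 9.94), and lowest in a cuticle protein 4 (c80812_g1_i1, −13.21), a fatty acid-binding protein 1 (c54696_g1_i1, −13.05) and c58594_g2_i1 (−12.85). The contigs furthest above 5th instar larvae in 1st instar larvae were a hypothetical protein with a Swiss-Prot match to fibroin heavy chain (c56455_g2_i1, 10.40), a contig described as a putative protease-1 (c46706_g1_i1, 9.67) and one described as a DNA polymerase III subunit (c54688_g1_i1, 8.60). Those furthest below, and so far higher in 5th instar larvae, were arylphorins (c45698_g1_i1, −13.78, and c59368_g1_i3, −13.11) and a hexamerin (c57623_g1_i1, −12.85). All values are limma's differences of log2(FPKM + 1).

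The paper pools adult males and females. B was higher in males, 8.11 against 4.17 FPKM (limma log2 difference 0.82, SE 0.226, adjusted p = 0.0396), but lost the threshold under each of 6 alternatives with all adult libraries kept, where its adjusted p ranged from 0.0579 to 0.290. UV had 30.4 FPKM in males and 16.4 in females (0.87, adjusted p = 0.0568), LWS1 130 and 90.2 (0.60, adjusted p = 0.372), and LWS2 0.072 and 0.0225 (0.068, adjusted p = 0.986, with the sign reversed under quantile normalization). Both male libraries lay above both female libraries for B, UV and LWS2 but not for LWS1. For LWS2 the lowest male value was 0.047 FPKM and the highest female value 0.045 FPKM, so this order carries little weight. The Rh3-like contig c63348_g1_i1 was higher in males by 1.87 (adjusted p = 0.0402). Its adjusted p ranged from 0.0454 to 0.352 over the alternatives with all adult libraries kept. Without female replicate 3, in which it had 0.753 FPKM, the difference was 0.84. That fit leaves 1 female library, so only the size is given. Scaling of the FPKM between libraries could account for part of the pattern, since with each library scaled to the same total the difference for B was 0.48 and that for UV 0.45, both below the threshold. A larger share of egg and ovary transcripts in females could also lower the transcripts of other body parts there. The muscle list was higher in males with a median of 0.74, near the opsins, while the neuronal list had 0.30, the phototransduction list 0.17, the olfactory list 0.11 and the eye pigment list 0.044, each with members in both directions. These medians do not decide between the explanations, and they cannot be told apart from a difference in opsin transcription with 2 libraries per sex, which stays open.

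In the same comparison limma called 3427 contigs (1889 higher and 1538 lower in males), or 1818 higher and 3456 lower with each library scaled to the same total, where the median of all contigs was −0.07 against 0.09 as deposited, and 1681 higher and 2871 lower under quantile normalization. The balance went the other way, to 1424 higher and 294 lower, with only the 4 adult libraries in the fit and to 4087 higher and 1777 lower without the filter on low values, so no direction of the whole can be given. By camera, the muscle list was higher in males (adjusted p = 0.000642), as was testis and sperm (median 0.54, adjusted p = 0.000178), and egg and ovary was lower (median −0.27, adjusted p = 5.79e-09). These 3 calls held under fry, and the signs of these 3 medians held under both scalings, while the phototransduction, eye pigment and neuronal medians turned negative under both and the olfactory median under quantile normalization. The neuronal (camera adjusted p = 0.266), olfactory (0.266) and eye pigment (0.226) lists passed only under fry, and phototransduction under neither (0.683 and 0.662). The mean differed in sign from the median for eye pigment (−0.45) and phototransduction (−0.0018). Over all contigs, 9 muscle contigs were called higher and 0 lower in males, 34 and 4 of testis and sperm, 1 and 20 of egg and ovary, 9 and 3 olfactory, 2 and 2 neuronal, 2 and 2 of phototransduction and 0 and 3 of eye pigment. Adjusted over the list alone, these were 9 and 0, 50 and 6, 2 and 23, 11 and 3, 2 and 2, 2 and 2, and 1 and 4. Isoforms of the same unigene are counted as separate contigs, among them titin-like, aubergine and vasa-like contigs, so fewer genes stand behind these counts. Camera with an inter-gene correlation of 0.01 treats such isoforms as almost independent, so its p-values can be too small. The member with the largest change in each list was a seminal fluid protein (c50500_g1_i1, 11.41), vitellogenin (c63919_g1_i1, −8.41), odorant-binding protein 2 (c51518_g1_i1, 6.98), kynurenine 3-monooxygenase (c63641_g1_i1, −2.75), a chaoptin-like contig (c64000_g1_i1, −2.62), flightin (c53528_g2_i1, 2.35) and a sialin-like contig (c61442_g1_i1, 2.33). Vitellogenin and the seminal fluid protein lie on the side that the sex labels call for. The control contigs had medians of −0.26 for actin, −0.68 for ribosomal protein and −0.62 for elongation factor 1-alpha, and stayed negative under both scalings. Between stages, the median for ribosomal proteins in adults was −0.64 against 5th instar larvae, which reversed to 0.35 with each library scaled to the same total and to 0.22 under quantile normalization, and −2.37 against 1st instar larvae. Actin had −0.030 and elongation factor 1-alpha −0.93 against 5th instar larvae, both reversed under both scalings. Against 1st instar larvae actin had −0.45, reversed to 0.50 with each library scaled to the same total, and the other directions between stages held.

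Contigs with a best hit in mouse may come from reads of another organism in the 1st instar libraries. Of the 428 such contigs, 98.8% were at 0 in all 4 adult libraries, against 2.45% of the contigs with a best hit in *B. mori*. Low values alone do not account for this, since *B. mori* contigs weighted to the same FPKM in 1st instar larvae were at 0 in adults in 4.39% of cases. The whipworm set had 97.0% of those above 0 in 1st instar larvae at 0 in adults, against 4.15% of *B. mori* contigs of the same FPKM, and the plant set 99.6% against 4.32%. Their FPKM sums were similar in the 4 libraries of 1st instar larvae. The mouse contigs above 0 in 5th instar larvae, 4 to 8 per library, summed to 96.1 to 155 FPKM there and are not covered by this test. Whether the source was the diet, handling or another library on the instrument was not tested, and no biological explanation was tested.

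In the alignment, the LWS2 fragments of *M. brassicae* and *S. exigua*, species of different genera, differ at 4 of 291 bases, the fewest of any pair, and those of *A. segetum* and *A. ypsilon* at 12. A mislabelled or mixed specimen could give this. The LWS1 sequences of the same pair differ at 31 bases over the same region, which argues against specimens that were exchanged for both genes. The LWS2 fragment of *S. exigua* differs from that of *S. litura*, of the same genus, at 36 bases, while their LWS1 differ at 19. From *M. separata*, *S. exigua* differs at 16 bases in LWS2 and 27 in LWS1, and *M. brassicae* at 20 and 19. These pairs single out the *S. exigua* fragment as the one whose distances change between the genes. LWS1 and LWS2 were amplified separately, so the distances do not tell a mix-up in the LWS2 amplification alone from a true likeness.

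The median pairwise dN/dS was 0.0277 for LWS2 and 0.0098 for LWS1 over 21 pairs each. The 6 LWS2 pairs with *M. separata* had a median of 0.103 and the other 15 pairs 0.0139. The 2 extra bases in the *M. separata* fragment of Figure S2b could mean a loss of the reading frame there, but over the 97 codons after the primer, without the codon that these bases form in the alignment, the median of the 6 pairs was 0.0806, far below 1, against 0.0136 for the other 15. A recent loss would leave no trace in this ratio, so the test leaves it open. Poor base calls next to the primer are a further candidate explanation: of 5 amino acids found only in *M. separata*, 1 is that codon itself and 2 lie in the first 4 codons after the primer, and without these 5 codons the median was 0.0452, against 0.0155 for the other 15 pairs. This window was set after the positions had been seen, and the ratio stays above that of the other pairs, so the test does not decide. No biological explanation other than a loss of the frame was tested.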
